# Electric pulses used in electrochemotherapy and electrogene therapy do not significantly change the expression profile of genes involved in the development of cancer in malignant melanoma cells

**DOI:** 10.1186/1471-2407-9-299

**Published:** 2009-08-26

**Authors:** Vid Mlakar, Vesna Todorovic, Maja Cemazar, Damjan Glavac, Gregor Sersa

## Abstract

**Background:**

Electroporation is a versatile method for *in vitro *or *in vivo *delivery of different molecules into cells. However, no study so far has analysed the effects of electric pulses used in electrochemotherapy (ECT pulses) or electric pulses used in electrogene therapy (EGT pulses) on malignant cells. We studied the effect of ECT and EGT pulses on human malignant melanoma cells *in vitro *in order to understand and predict the possible effect of electric pulses on gene expression and their possible effect on cell behaviour.

**Methods:**

We used microarrays with 2698 different oligonucleotides to obtain the expression profile of genes involved in apoptosis and cancer development in a malignant melanoma cell line (SK-MEL28) exposed to ECT pulses and EGT pulses.

**Results:**

Cells exposed to ECT pulses showed a 68.8% average survival rate, while cells exposed to EGT pulses showed a 31.4% average survival rate. Only seven common genes were found differentially expressed in cells 16 h after exposure to ECT and EGT pulses. We found that ECT and EGT pulses induce an HSP70 stress response mechanism, repress histone protein H4, a major protein involved in chromatin assembly, and down-regulate components involved in protein synthesis.

**Conclusion:**

Our results show that electroporation does not significantly change the expression profile of major tumour suppressor genes or oncogenes of the cell cycle. Moreover, electroporation also does not changes the expression of genes involved in the stability of DNA, supporting current evidence that electroporation is a safe method that does not promote tumorigenesis. However, in spite of being considered an isothermal method, it does to some extent induce stress, which resulted in the expression of the environmental stress response mechanism, HSP70.

## Background

Electroporation, as a physical method for the delivery of molecules into cells, was developed in 1982 [1]. However, since then it has been developed not only for *in vitro* use but also for *in vivo* use in a variety of applications [2]. Electroporation is of interest as a gene delivery method because, unlike transduction with viruses, it eliminates the risks and limitations linked to the use of viruses. In addition, in spite of extensive research, efficient and safe chemical vectors have not yet been developed for *in vivo *gene delivery [3]. Using appropriate electrical parameters, destabilization of the membrane is reversible, ensuring a high survival of permeabilized cells and the delivery of non-permeant molecules inside the cell, bypassing the normal internalisation route of these molecules [4].

The advantages of electroporation have recently been used by different groups for a novel approach to introducing chemotherapeutics in a variety of tumours, called electrochemotherapy [5-7]. Electrochemotherapy facilitates chemotherapeutic drug delivery into cells by increasing cell membrane permeability under specific electric pulses [4]. It is an effective local treatment for patients with cutaneous and subcutaneous tumour nodules, on the basis of the synergistic association of locally applied electric pulses and low permeant chemotherapeutics such as bleomycin and cisplatin. Moreover, several clinical trials with the same chemotherapeutics showed a good response of melanoma tumour nodules, as well as of other tumour types [5,6,8-10].

As mentioned earlier, electrochemotherapy is not the only application of electroporation. There are an increasing number of applications in which electroporation might be used. Electroporation is frequently used as a method of *in vitro *transfection of genetic materials into prokaryotic or eukaryotic cells. With the development of electric pulse generators, the method has also been used *in vivo *for naked DNA transfection in various rodent tissues, in order to treat various diseases and for vaccination [11-13]. The first clinical trial has also been reported for the treatment of melanoma nodules in patients with plasmid DNA encoding interleukin-12 [14].

The effect of electroporation on the level of cell genetic response has only been studied in muscle cells [15,16]. However, the effect of ECT and EGT pulses on malignant cells have not yet been analysed. In the present work, therefore, we studied the effect of ECT and EGT pulses on human malignant melanoma cells *in vitro*, in order to understand and predict the possible effect of electric pulses on gene expression and their possible effect on cell behaviour.

## Methods

### Cell line

Human malignant melanoma cells SK-MEL28 (HBT-72; American Type Culture Collection, USA) were grown as a monolayer in minimum essential medium (MEM) with Glutamax (Gibco, Paisley, UK), supplemented with 10% fetal bovine serum (FBS; Gibco) and gentamicin (30 μg/mL) (Gibco). Cells were routinely subcultured twice a week and incubated in an atmosphere with 5% CO_2 _at 37°C.

### Electroporation protocol

Confluent cell cultures were trypsinized, washed in MEM with FBS for trypsin inactivation and once in electroporation buffer (125 mM saccharose; 10 mM K_2_HPO_4_; 2.5 mM KH_2_PO_4_; 2 mM MgCl_2_·6H_2_O) at 4°C. The final cell suspension was prepared in electroporation buffer at 4°C, at a concentration of 22 × 10^6 ^cells/mL. Aliquots of the final cell suspension (3 × 10^6 ^cells) were placed between two parallel electrodes with a 2 mm gap and subjected to eight electric pulses for ECT pulses (electric field intensity 1300 V/cm, pulse duration 100 μs and frequency 1 Hz) or eight electric pulses for EGT pulses (electric field intensity 600 V/cm, pulse duration 5 ms and frequency 1 Hz). Electric pulses were generated by a GT-1 electroporator (Faculty of Electrical Engineering, Ljubljana, Slovenia). One aliquot of cell suspension was not subjected to any electric pulses and served as the control treatment. After electroporation, cells were incubated at room temperature for 5 minutes, diluted in MEM with FBS and then plated in culture flasks for 16 h for microarray assay.

### Cell survival after electroporation

Clonogenic assay was used to determine cell survival after electroporation. After exposure to ECT and EGT pulses, SK-MEL28 were plated at a concentration of 500 cells/dish. After 16 days, colonies were fixed, stained with crystal violet and counted. The plating efficiency and the surviving fraction were calculated. The experiments were performed in triplicate and repeated three times.

### RNA extraction

RNA from cells was isolated using TRI REAGENT™ (Sigma Aldrich, St. Louis, USA) and the PureLink™ Micro-to-Midi Total RNA Purification System (Invitrogen, Carlsbad, USA), according to the manufacturer's instructions. Briefly, 16 hours after electroporation, cells were trypsinized, washed in MEM with FBS for trypsin inactivation and resuspended in PBS. After centrifugation at 1500 × g for 5 min, all excess liquid was removed and 1 mL of TRI REAGENT™ was added to each sample. Samples were mixed by hand for 15 s and allowed to stand for 2 – 15 min at room temperature. The resulting mixture was centrifuged at 12000 × g for 15 min at 4°C. The aqueous phase was transferred to a fresh microcentrifuge tube and an equal amount of 70% ethanol was added. Samples were transferred to a PureLink™ Micro-to-Midi Total RNA Purification System column (Invitrogen) and processed according to the manufacturer's protocol. All samples were washed from the column with 75 μl of RNAse free water.

### Analysis of RNA

The quality of RNA was checked on a Bioanalyzer 2100 (Agilent, Santa Clara, USA) using RNA 6000 Nano Labchip (Agilent, Santa Clara, USA) and 6000 RNA ladder as reference (Ambion, Austin, USA). The concentration and quantity of RNA were determined with ND-1000 (Nanodrop, Wilmington, USA).

### Preparation of aaRNA

Preparation of aaRNA was performed with an Amino Allyl MessageAmp™ II aRNA Amplification Kit (Ambion) according to the manufacturer's recommendations. For each hybridization, we labelled 5 μg of non-exposed cells (Cy3) and 5 μg of cells exposed to either ECT or EGT pulses (Cy5) mRNA. After removing the excess dye, the RNAs were dissolved in Nexterion Hybridization solution (Schott Nexterion, Jena, Germany).

### Microarrays

Microarrays were prepared with Human Apoptosis Subset v2.0 and Human Cancer Subset v3.0 (Operon, Ebersberg, Germany) 70 mer oligonucleotides and Nexterion 70 mer Oligo Microarraying Kit (Schott Nexterion) slides. A single array contained 2698 different genes, each gene being replicated at least 4 times on each array. Oligonucleotides were spotted using an MG1000 spotter (MicroGrid, Boston, USA), immobilised and stored according to the manufacturer's instructions (Schott Nexterion). All hybridisations were performed on HS400 in duplicate (Tecan, Salzburg, Austria) according to the manufacturer's instructions (Schott Nexterion). We used an LS200 scanner (Tecan) at 6 μm resolution for scanning the microarrays.

### Data analysis

We used Array-Pro Analyzer 4.5 (Media Cybernetics, Bethesda, USA) for feature extraction after imaging of microarrays. Acuity (Molecular devices, USA) was used for the filtration of bad signals, LOWESS fit and microarray data analysis. Features showing a signal intensity of more than 65000 were flagged as bad. Features with a signal less than 2 times the intensity of the background or coefficient of variation (CV, ratio between standard deviation of the background and the median feature intensity) greater than 0.3 were considered not significantly expressed and were filtered out. Log_2 _ratios were normalized using LOWESS fit [17] and the median of four replicates was used to calculate the average gene expression for a single sample. We filtered out genes that were not expressed in all replicate samples at least 1.5 times.

The Gene Ontology Tree Machine [18] program was used for gene enrichment analysis. All other statistical analyses were done using SPSS 16 (SPSS inc., Chicago, USA).

## Results

### Cell survival after electroporation

After electroporation of cells, cell viability was assessed by clonogenic assay. Using this method, we determined a 68.8% average survival rate for cells exposed to ECT pulses and a 31.4% average survival rate for cells exposed to EGT pulses.

### Microarrays

The difference in expression of genes involved in cancer development was obtained by comparison of malignant melanoma cells exposed to EGT or ECT pulses against the same untreated malignant melanoma cells. In our experimental design, microarrays with 2698 different genes were used as a dual colour system in which exposed and non-exposed cells' mRNA were separately labelled, mixed and hybridised together on each array. 

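SK-MEL28 is an established human melanoma cell line. The cells received 8 pulses of 100 μs at 1300 V/cm (ECT pulses) or 8 pulses of 5000 μs at 600 V/cm (EGT pulses), and RNA was isolated 16 h later. On each of 4 arrays, 2 per pulse type, RNA of exposed cells carried Cy5 and RNA of untreated cells carried Cy3. No array had the dyes swapped, so a dye effect of an oligonucleotide cannot be told apart from a response to the pulses. The labels and the text do not say whether the 2 arrays of a pulse type held RNA of separate cultures, and the source labels of ECT array 2 and of both EGT arrays add cisplatin, which the text does not name for these cells. Each array had 12788 spots of 3048 oligonucleotides, of which 2900 were spotted 4 times and 1989 are paired with a gene symbol in the array's annotation. Counts below are of oligonucleotides, since some genes have several.
The deposited scanner values are median spot intensities with their local backgrounds, neither subtracted nor normalized. Median signal over background was 5.38 in Cy3 and 1.88 in Cy5 on ECT array 1, 2.21 and 1.64 on ECT array 2, 3.36 and 1.69 on EGT array 1, and 3.07 and 2.20 on EGT array 2. Background was corrected with limma's normexp method (offset 50). Spots over 65000, under 2 times background or with a CV over 0.3 in either channel were left out, as in the article's methods. Log2 ratios (treated/untreated) were normalized by loess within each array, and the median of at least 2 remaining spots was taken. Of the 12788 spots, 46.2% and 37.3% remained on ECT arrays 1 and 2, and 43.2% and 47.7% on EGT arrays 1 and 2. Values are given as mean ± SD of the 2 arrays (n = 2), a number that limits their precision.
On EGT array 1, 4 spots had a local background over 1000, up to 65535, and the background fit gave a normexp mean of -341 in Cy3 and -464 in Cy5, against -8.81 to -3.21 on the other arrays. The median absolute deviation of the log2 ratios was 0.026 on that array and 0.191 to 0.237 on the others. When these spots were left out the normexp means were -5.51 and -4.95. This setting was chosen after gene counts under several settings had been seen, so the fit on all spots, set before the data were examined, is the value reported, and values without the 4 spots stand beside some of the EGT results.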

Only microarrays expressing at least 50% of genes were used for further analysis. All oligonucleotides on the same array were spotted in quadruplicate and each microarray analysis was performed in duplicate, thus obtaining eight measurements of the same oligonucleotide. The acquired data were analysed with Acuity 4.0 to select reliable signals. Only genes, 1266 for ECT pulses and 1805 for EGT pulses, present in both duplicated microarrays were considered for further processing. 

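On both ECT arrays 1176 oligonucleotides were measured, and on both EGT arrays 1327. On all 4 arrays 1164 were measured, and 1000 of these are paired with a symbol, for 960 genes. Genes of the heat shock response (HSPA1B, DNAJB1), of the cell cycle (CCNF, CDC25C, RB1, RBL2) and of translation (RPL31, RPS6, EEF1A1) were among those measured on all 4 arrays, whereas PSMB7, a proteasome subunit, was measured on both EGT arrays and on ECT array 1 alone. By array, the measured oligonucleotides were 1478 (48.5% of 3048) and 1208 (39.6%) for ECT and 1393 (45.7%) and 1537 (50.4%) for EGT. In the authors' deposited table of normalized values, 1266 oligonucleotides had a value on both ECT arrays and 1805 on both EGT arrays.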

We next checked the variability of replicate measurements on Operon's microarray platform. The average standard deviation of the Log2 ratio (treated/untreated) of replicates exposed to ECT pulses was 0.21, and 0.17 for replicates exposed to EGT pulses. This gives a standard deviation of 1.16 fold and 1.12 fold from the median value of replicates for ECT pulses and EGT pulses, respectively. 

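Over the kept spots of both arrays of a pulse type, the SD of the log2 ratio averaged 0.240 for ECT pulses and 0.195 for EGT pulses. Without the 4 spots of high local background, the EGT value was 0.235. Between the medians of the 2 arrays the SD averaged 0.175 for ECT and 0.147 for EGT. Among genes with a large mean ratio the spread between arrays ranged widely. HSPA1B, an inducible HSP70 chaperone, had an SD of 0.05 between the ECT arrays, and CDC25C, a phosphatase that activates CDK1, had 0.09. RPL31, a protein of the large ribosomal subunit, had 0.42. RET, a receptor tyrosine kinase, had 0.83 between the ECT arrays and 0.80 between the EGT arrays. In the authors' normalized values the SD between arrays averaged 0.210 for ECT and 0.171 for EGT, which round to the paper's values. The like measure here is thus the SD between the medians of the 2 arrays (0.175 and 0.147), not the SD over spots.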

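Genes whose log2 ratios had the same sign on all 4 arrays included RPL31, a ribosomal protein (-0.94 over 4 arrays), CD28, a T cell co-receptor (-0.71), CDC25C (0.67) and cyclin F, CCNF (0.63). HSPA1B averaged 0.54 and was above 0 on all 4 arrays, from 0.06 on EGT array 1 to 0.74 on ECT array 2. Of 1164 oligonucleotides measured on all 4 arrays, 0 had a ratio of at least 1.5-fold in the same direction on every array. Without the 4 spots of high local background on EGT array 1, 3 did: CCNF (0.73 over the 4 arrays), CDC25C (0.77) and RPL31 (-1.09). In a limma fit of the mean of both pulse types against 0, no oligonucleotide had an adjusted p under 0.05, and 266 of 1164 had an unadjusted p under 0.05. With no change 58.2 would be expected, but a dye effect or the shared untreated cells could also raise the count. CD28 had the smallest adjusted p in that limma fit, 0.0857, with a mean of -0.71 (standard error 0.07) and ratios below 0 on 4 of 4 arrays. It is a lymphoid marker, of the kind that a melanoma line should lack. With the 4 spots left out, limma gave 8 oligonucleotides with an adjusted p under 0.05, 5 higher (CCNF, HSPA1B, CDC25C, the receptor gene GNRHR and an oligonucleotide without a gene name) and 3 lower (RPL31, CD28 and CDK2AP2). In limma with a block that pairs ECT array 1 with EGT array 2 and ECT array 2 with EGT array 1, chosen after seeing the data, 80 had an adjusted p under 0.05, 23 higher and 57 lower. Under alternatives set beforehand, limma gave 190 in the authors' normalized values, 105 with no background correction and 9 with plain background subtraction. It gave 0 with the other spot filters, the mean of spots, median centring, scaled arrays and the replicate number as a block.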

Out of 2698 different genes, 7 genes showed differential expression (Table 1), when the groups of ECT and EGT pulses were combined. This represents roughly 0.26% of all genes present on a microarray. However, looking at specifically different pulsation parameters, ECT pulses yielded 34 differentially expressed genes, which is roughly 1% of the interrogated genes, whereas EGT pulses yielded 26 differentially expressed genes, again accounting for roughly 1% of all interrogated genes. 

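After ECT pulses, 4 oligonucleotides were higher by at least 1.5-fold on both arrays. They were CCNF (0.71 ± 0.12), HSPA1B (0.71 ± 0.05), CDC25C (0.67 ± 0.09) and an oligonucleotide without a gene name, VM_H300004381 (0.70 ± 0.16). The 7 that were lower were RPL31 (-1.16 ± 0.42), the prolyl isomerase PPIA (-0.94 ± 0.46), the tubulin chaperone TBCA (-0.87 ± 0.37), CD28 (-0.82 ± 0.15), the quinone reductase NQO1 (-0.75 ± 0.21), the translation elongation factor EEF1A1 (-0.71 ± 0.10) and caspase 9, CASP9 (-0.62 ± 0.02). A second oligonucleotide of EEF1A1 was at -0.37 ± 0.53, and another of CASP9, measured on ECT array 1 alone, at -0.03. After EGT pulses, 2 oligonucleotides passed, both lower: TP53I3, a quinone oxidoreductase induced by p53 (-0.80 ± 0.15), and MUC4, a membrane mucin (-0.64 ± 0.06). Another measured oligonucleotide of TP53I3 was at -0.11 ± 0.13 and another of MUC4 at -0.15 ± 0.20 (-0.21 and -0.20 without the 4 spots of high local background). Leaving out the 4 spots of high local background, 8 passed after EGT pulses: CCNF (0.75) and CDC25C (0.87) were higher, and RPL31 (-1.01), RPL38 (-0.82), WWP1 (-0.68), TIMP2 (-0.76), CDK2AP2 (-0.70) and RET (-1.16) were lower, and TP53I3 and MUC4 did not pass.
The rule of 1.5-fold on both arrays is not a test, and on a single array 133 oligonucleotides (ECT array 1), 27 (ECT array 2), 17 (EGT array 1) and 72 (EGT array 2) passed it. With limma, no oligonucleotide had an adjusted p under 0.05 for ECT (185 of 1176 had an unadjusted p under 0.05) or for EGT (87 of 1327). With no change 58.8 and 66.35 would be expected, but a dye effect could also raise these counts. In the authors' normalized values limma gave 58 with an adjusted p under 0.05 for ECT and 9 for EGT. Under the other processing set beforehand it gave 0 for each. The smallest adjusted p from limma was 0.197 for ECT and 0.491 for EGT. Without the 4 spots of high local background, 203 of 1176 for ECT and 208 of 1327 for EGT had an unadjusted p under 0.05 from limma. The smallest adjusted p was then 0.132 for ECT and 0.214 for EGT, so the lower EGT count above depends on the fit of EGT array 1.

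**Figure D1:**
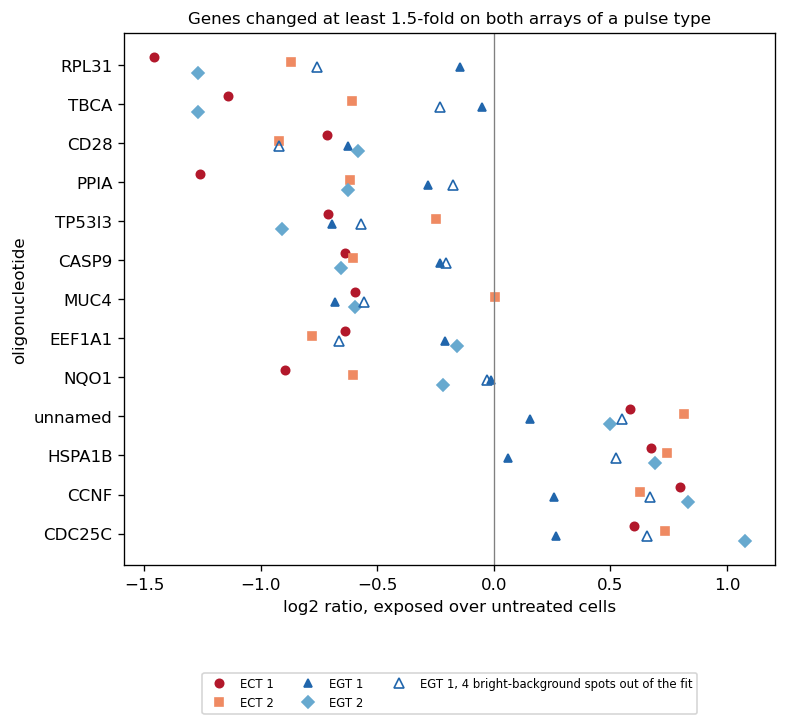
Log2 ratio (treated/untreated) of the 13 oligonucleotides that passed the 1.5-fold rule for either pulse type, with a point for each of the 4 arrays and a hollow triangle for EGT array 1 without its 4 spots of high local background. CCNF, HSPA1B and CDC25C lie above 0 and RPL31 lies below 0 on every array, and RPL31 ranges from -1.46 on ECT array 1 to -0.14 on EGT array 1.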

When using a cut of value of 2.0, we found only 3 deregulated genes in the treatment with ECT pulses and EGT pulses (Tables 2 and 3).

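Among the oligonucleotides past the 1.5-fold rule, 1 had a mean change of at least 2-fold after ECT pulses, RPL31, with a mean 2.24-fold lower and log2 ratios of -1.46 and -0.87. PPIA was the next lowest at 1.92-fold. After EGT pulses the count was 0, and TP53I3 was 1.74-fold lower. RET, whose mean was 1.88-fold lower after EGT pulses, had ratios of -0.34 and -1.48 and so did not pass on both arrays. Without the 4 spots of high local background on EGT array 1, the EGT count was 2, RPL31 (-1.01) and RET (-1.16).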

**Table 1:** Genes differentially expressed in both ECT and EGT.

Name	RefSeq	Description	Median Log2 ratio
**Down**			

*RPL31*	NM_000993	RIBOSOMAL PROTEIN L31	-1.42
*CD28*	NM_006139	T CELL SPECIFIC SURFACE GLYCOPROTEIN	-0.78
*H4FN*	NM_175054	HISTONE H4	-0.72

**Up**			

	NM_014486	NEURONAL THREAD PROTEIN	0.58
*HSPA1B*	NM_005346	HEAT SHOCK 70 KDA PROTEIN 1	0.83
*CDC25C*	NM_001790	M PHASE INDUCER PHOSPHATASE 3	0.70
*CCNF*	NM_001761	G2/MITOTIC SPECIFIC CYCLIN F	0.79

**Table 2:** Genes differentially expressed using ECT.

Name	RefSeq	Description	Median Log2 ratio
**Down**			

*RPL31*	NM_000993	RIBOSOMAL PROTEIN L31	-1.52
*RPS17*	NM_001021	40S RIBOSOMAL PROTEIN S17	-1.09
*TBCA*	NM_004607	TUBULIN SPECIFIC CHAPERONE A	-1.08
*PPIA*	NM_021130	PEPTIDYLPROLYL CISTRANS ISOMERASE A	-0.97
*S*100*B*	NM_006272	S100 PROTEIN, BETA CHAIN	-0.94
	NM_006471	MYOSIN REGULATORY LIGHT CHAIN 2	-0.93
*RPA3*	NM_002947	REPLICATION PROTEIN A 14 KDA SUBUNIT	-0.89
*NQO1*	NM_000903	NAD(P)H DEHYDROGENASE [QUINONE] 1	-0.88
*RPS6*	NM_001010	40S RIBOSOMAL PROTEIN S6	-0.81
*H4FN*	NM_175054	HISTONE H4	-0.80
*EEF1A1*	NM_001402	ELONGATION FACTOR 1 ALPHA 1	-0.77
*ITGB4*	NM_000213	INTEGRIN BETA4 PRECURSOR	-0.76
*CD28*	NM_006139	T CELL SPECIFIC SURFACE GLYCOPROTEIN CD28	-0.75
*H*3*F*3*A*	NM_002107	HISTONE H3.3	-0.74
*CASP9*	NM_001229	CASPASE 9 PRECURSOR	-0.73
*TNFRSF14*	NM_003820	TUMOR NECROSIS FACTOR RECEPTOR SUPERFAMILY MEMBER 14	-0.65
*CGB5*	NM_033142	CHORIOGONADOTROPIN BETA CHAIN PRECURSOR	-0.64
*RPH3AL*	NM_006987	RABPHILIN 3 ALIKE	-0.61
*TFDP1*	NM_007111	TRANSCRIPTION FACTOR DP-1	-0.60
*CST3*	NM_000099	CYSTATIN C PRECURSOR	-0.59

**Up**			

*RB1*	NM_000321	RETINOBLASTOMA 1	0.55
*RIN2*	NM_018993	RAS ASSOCIATION (RALGDS/AF6) DOMAIN CONTAINING PROTEIN	0.56
*DNAJB1*	NM_006145	DNAJ HOMOLOG SUBFAMILY B MEMBER 1	0.56
*MATR3*	NM_018834	MATRIN 3	0.57
*HOXA4*	NM_002141	HOMEOBOX PROTEIN HOXA4	0.65
*RBBP4*	NM_005610	CHROMATIN ASSEMBLY FACTOR 1 SUBUNIT C	0.70
*CDC25C*	NM_001790	M PHASE INDUCER PHOSPHATASE 3	0.70
	NM_014486	NEURONAL THREAD PROTEIN	0.73
*GLIPR1*	NM_006851	GLIOMA PATHOGENESIS RELATED PROTEIN	0.75
*CRABP2*	NM_001878	RETINOIC ACID BINDING PROTEIN II	0.77
*RBL2*	NM_005611	RETINOBLASTOMA LIKE PROTEIN 2	0.78
*CCNF*	NM_001761	G2/MITOTIC SPECIFIC CYCLIN F	0.79
*HSPA1B*	NM_005346	HEAT SHOCK 70 KDA PROTEIN 1	0.89
*IL6*	NM_000600	INTERLEUKIN 6 PRECURSOR (IL6)	0.98

**Table 3:** Genes differentially expressed using EGT.

Name	RefSeq	Description	Median Log2 ratio
**Down**			

*RET*	NM_020975	PROTOONCOGENE TYROSINEPROTEIN KINASE RECEPTOR	-1.364
*RPL31*	NM_000993	RIBOSOMAL PROTEIN L31	-1.218
*PC*	NM_022172	PYRUVATE CARBOXYLASE	-1.009
	NM_006590	SNRNP ASSEMBLY DEFECTIVE 1 HOMOLOG	-0.931
*IGFALS*	NM_004970	INSULIN-LIKE GROWTH FACTOR BINDING PROTEIN	-0.895
*CD28*	NM_006139	T CELL SPECIFIC SURFACE GLYCOPROTEIN	-0.845
*CYP2A7*	NM_000764	CYTOCHROME P450 2A7	-0.844
*POLR2F*	NM_021974	DNA DIRECTED RNA POLYMERASE II	-0.840
	NM_007013	WW DOMAIN CONTAINING PROTEIN 1	-0.806
	NM_004881	QUINONE OXIDOREDUCTASE HOMOLOG	-0.795
*TIMP2*	NM_003255	METALLOPROTEINASE INHIBITOR 2 PRECURSOR	-0.795
	NM_005851	DOC1 RELATED PROTEIN (DOC1R)	-0.753
*H4FN*	NM_175054	HISTONE H4	-0.648
*FGFR1*	NM_023111	BASIC FIBROBLAST GROWTH FACTOR RECEPTOR 1 PRECURSOR	-0.599
*LIG3*	NM_013975	DNA LIGASE III	-0.582
*SKP2*	NM_032637	S PHASE KINASE ASSOCIATED PROTEIN 2	-0.550
*MUC4*	NM_004532	MUCIN 4, ISOFORM D	-0.549
*PSMB7*	NM_002799	PROTEASOME SUBUNIT BETA TYPE 7 PRECURSOR	-0.544
*PTPN21*	NM_007039	PROTEIN TYROSINE PHOSPHATASE	-0.539
*SULT1C1*	NM_001056	SULFOTRANSFERASE	-0.520
*HSPB2*	NM_001541	HEATSHOCK PROTEIN, BETA2	-0.519

**Up**			

	NM_014486	NEURONAL THREAD PROTEIN	0.575
*HSPA1B*	NM_005346	HEAT SHOCK 70 KDA PROTEIN 1	0.747
*CDC25C*	NM_001790	MPHASE INDUCER PHOSPHATASE 3	0.759
*TTYH1*	NM_020659	TWEETY HOMOLOG 1	0.775
*CCNF*	NM_001761	G2/MITOTICSPECIFIC CYCLIN F	0.777

To find the possible biological processes involved in the response to the electroporation procedure, we used the Gene Ontology Tree Machine [18] program for gene enrichment analysis. Our original dataset of genes was compared against differentially expressed genes given in Tables 2 and 3 to check whether there was any significant gene enrichment in comparison to the original gene set. 

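After ECT pulses, ribosomal proteins and translation factors had a mean log2 ratio of -0.38, with 12 of 16 oligonucleotides below 0 (14 genes). The mean was -0.56 on array 1 and -0.19 on array 2, and TPT1 was at -1.42 and -0.02. Their lowest members after RPL31 were RPL7 (-0.90 ± 0.85 and -0.80 ± 0.72 for its 2 oligonucleotides) and TPT1 (-0.72 ± 0.99), and the initiation factor EIF4G2 was at 0.55 ± 0.43. Cytokine and inflammation genes had a mean of 0.10, with 12 of 16 above 0, among them IFNB1, an interferon (0.35 ± 0.29), IL1RN, which blocks the receptor of interleukin 1 (0.34 ± 0.00), IL6 (0.30 ± 0.05) and LIF (0.23 ± 0.08). In limma's camera test with a preset correlation, over 19 lists fixed before the data were examined, no list had an adjusted p under 0.05 for ECT, and 4 had an unadjusted p under 0.05, while limma's fry test also gave none past an adjusted p of 0.05. The adjusted p was 0.059 for translation and 0.0858 for cytokines, and with an estimated correlation the adjusted p was 0.728 for both. That correlation was estimated from 4 arrays, and 0.728 was then the smallest adjusted p from camera of all 19 lists. With so few arrays this version of the test could hardly pass any list, so its values here and below do not weigh against a shift. Without the 4 spots of high local background, the adjusted p for translation from camera was 0.047. Adjusted over the list alone, limma gave 1 lower member in the translation list (0 adjusted over all oligonucleotides) and none in the cytokine list.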

Interestingly, we found significant enrichment of down-regulated genes involved in biosynthesis, regulation of viral genome replication and viral genome replication and significant enrichment of deregulated genes involved in cytokine production in melanoma cells exposed to ECT pulses (Figure 1). Deregulated genes involved in cell division, response to unfolded proteins and response to protein stimulus, were enriched in melanoma cells exposed to EGT pulses (Figure 2).

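After EGT pulses, CDC25C, a phosphatase that opens the way to mitosis, was at 0.67 ± 0.57, CCNF at 0.54 ± 0.41 (0.87 and 0.75 without the 4 spots of high local background) and the mitotic kinase AURKB at 0.31 ± 0.63. Over all 15 genes of G2/M and cell division the mean log2 ratio was 0.07, with 8 above 0 and 7 below (0.02 on EGT array 1 and 0.13 on EGT array 2). Of 14 oligonucleotides of HSP70 chaperones and the heat shock response (13 genes), which refold proteins, 10 were above 0, with a mean of 0.09 (-0.05 on EGT array 1, where 7 were below 0, and 0.24 on EGT array 2). In limma's camera test, no list had an adjusted p under 0.05 for EGT, and 3 of 19 had an unadjusted p under 0.05, while fry also gave none. The adjusted p was 0.285 for cell division and 0.105 for heat shock, and with an estimated correlation the adjusted p was 0.708 for both. Without the 4 spots of high local background, the adjusted p from camera was 0.416 for cell division and 0.0658 for heat shock. The list means on EGT array 1 come from the fit with those spots, where its log2 ratios had a median absolute deviation of 0.026. They therefore say little about a shift on that array. Adjusted over the list alone, limma gave 0 members of either list, as it did over all oligonucleotides.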

**Figure 1:**
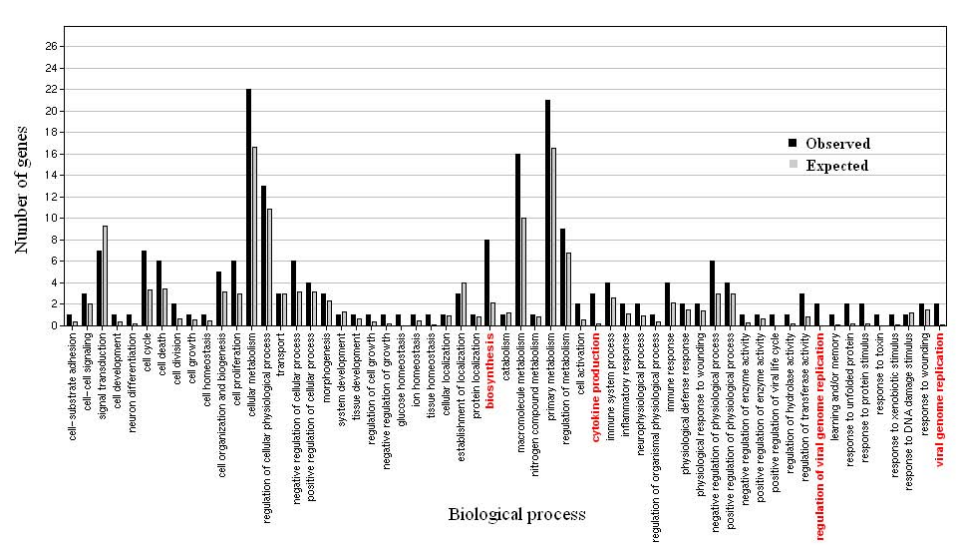
**Gene enrichment analysis for cell line exposed to ECT pulses**. Expected – number of genes expected to be differentially expressed. Observed – number of genes differentially expressed. In red are GO biological functions significantly enriched in the cell line exposed to ECT pulses.

**Figure 2:**
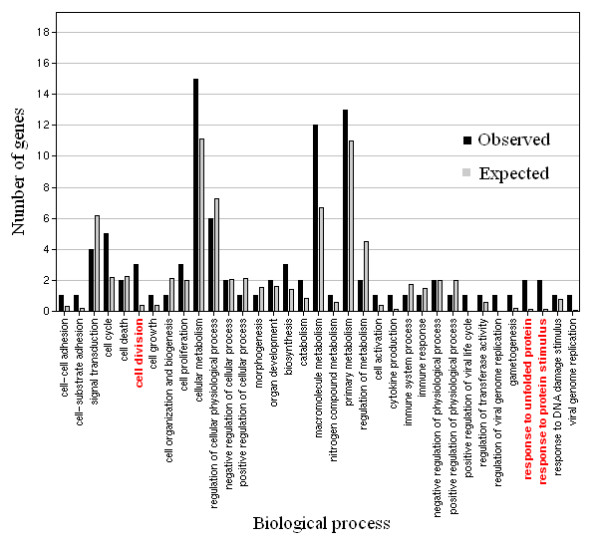
**Gene enrichment analysis for cell line exposed to EGT pulses**. Expected – number of genes expected to be differentially expressed. Observed – number of genes differentially expressed. In red are GO biological functions significantly enriched in the cell line exposed to EGT pulses.

In order to enable other users comprehensively to interpret and evaluate our results, the original tables of complete microarray results are available in the supplementary data (see the GEO website at http://www.ncbi.nlm.nih.gov/projects/geo Series entry: GSE15420).

## Discussion

In this study, we analysed the expression profile of malignant melanoma cells for genes known to be involved in the development of cancer. This was done in order to assess whether electroporation could lead to an altered expression profile of cells, possibly making them more detrimental to patients. Our results show only minor differences in the expression of genes involved in cancer development. 

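The means of the pulse types followed each other across genes. HSPA1B was at 0.71 after ECT and 0.38 after EGT pulses, CD28 at -0.82 and -0.60, and RET at -0.92 and -0.91. Leaving out the 4 spots of high local background, HSPA1B was at 0.61, CD28 at -0.75 and RET at -1.16 after EGT pulses. Across the 1164 oligonucleotides measured on all 4 arrays, 74.7% had the same sign of the mean after both pulse types. The same untreated cells served both comparisons, and unchanged groups simulated with a shared control gave 70.4% to 76.0%. The correlation of the means was 0.738, above the simulated 0.618 to 0.717. Of single arrays, ECT array 1 and EGT array 2 correlated at 0.747, and every other pair between 0.303 and 0.436. The correlation of the means rests in part on that pair, so its place above the simulated range does not by itself show a common response. NQO1 was at -0.75 after ECT and -0.12 after EGT pulses, and TFDP1, the partner of E2F factors, at -0.57 and -0.08. In limma's test of ECT against EGT pulses, no oligonucleotide had an adjusted p under 0.05 (smallest 0.997), and 31 of 1164 had an unadjusted p under 0.05. If none differed, 58.2 would be expected. The replicates correlated at 0.405 (ECT) and 0.323 (EGT), less than ECT array 1 with EGT array 2. The spread within a pulse type was thus wide, and this test can show little about a difference. No oligonucleotide passed the 1.5-fold rule for both pulse types, and 3 did without the 4 spots of high local background. The paper takes the low SD of the replicates to make 1.5-fold a reliable threshold. It describes the differences in expression as only minor.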

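RPL31, a structural protein of the large ribosomal subunit, had the lowest mean log2 ratio of the genes printed in Table 1. Its ratios were -1.46 and -0.87 on the ECT arrays and -0.14 and -1.27 on the EGT arrays. Its mean over the 4 arrays was -0.94 (standard error 0.20, adjusted p = 0.144 from limma), below 0 on 4 of 4 arrays. On EGT array 1 without the 4 spots of high local background its ratio was -0.76, and its mean over the 4 arrays was then -1.09 (adjusted p = 0.0344 from limma). Of other ribosomal proteins, RPL32 was at -0.69 ± 1.14 after ECT and -0.67 ± 0.91 after EGT pulses, and RPS6 at -0.55 ± 0.19 and -0.37 ± 0.47.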

Overall, microarrays showed differential expression of only 7 genes, when using a threshold value of 1.5 fold and only 1 gene when using a threshold value of 2.0 fold (Table 1). When calculating the standard deviation of measurements across the microarray, we found it to be very low (1.16 and 1.12 fold for ECT and EGT pulses replicates) showing that the 1.5 fold threshold change is a reasonable and reliable cut-off value. 

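As folds, the average SDs of the replicate spots were 1.18 for ECT and 1.14 for EGT pulses, and 1.18 for EGT without the 4 spots of high local background. Between the medians of the 2 arrays the average SDs were 1.13 and 1.11, and in the authors' normalized values 1.16 and 1.13. In log2, the SDs of the replicate spots averaged 0.343 and 0.356 with plain background subtraction, and 0.296 and 0.304 with no background correction. The planned processing drew ratios toward 0, since simulated 2-fold changes came out at a mean log2 ratio of 0.78 for ECT and 0.64 for EGT. HSPA1B was 1.63-fold higher after ECT pulses and CASP9 was 1.54-fold lower, each with an SD between arrays below the average. CCNF was 1.64-fold higher. PPIA, at 1.92-fold lower, and TBCA, at 1.83-fold lower, passed the 1.5-fold rule although their SDs between arrays, 0.46 and 0.37 in log2, were above the average. Several genes with means of similar size did not pass on both arrays. Among them were TTYH1, at 0.78 ± 0.96 after ECT pulses, and IGFALS, which binds insulin-like growth factors with IGFBP3 in serum, at -0.75 ± 0.57.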

The results obtained are also in agreement with studies performed so far [15,16]. However, these studies used mouse muscle cells to account for any damage to tissue or difference in expression profile made by electroporation for immunization purposes. Hojman *et al*. observed only minor histological changes and no changes in muscle performance or the gene expression profile of genes involved in cell death, inflammation or muscle regeneration [15]. Similar results were also obtained by Rubenstrunk *et al*. when they used Stress/Toxicology Atlas cDNA expression arrays. The group found only 2 genes out of 140 to be differentially expressed and concluded that electroporation does not induce expression of genes involved in stress and toxic response [16]. Therefore, despite the fact that only single cell line was used in our study, it is reasonable to expect that other cell lines would behave in similar way.

Interestingly, one of the seven differentially expressed genes is the stress response gene HSPA1B. 

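HSPA1B was above 0 on all 4 arrays with both of its oligonucleotides. VM_H200001719 gave 0.67 and 0.74 on the ECT arrays, and 0.06 and 0.69 on the EGT arrays. VM_H200017080 gave 0.26 and 0.59 on the ECT arrays, and 0.08 and 0.34 on the EGT arrays. Its near-identical paralog HSPA1A may bind the same oligonucleotides. Over the 4 arrays the means were 0.54 (adjusted p = 0.135 from limma) and 0.32 (adjusted p = 0.174 from limma). On EGT array 1 without the 4 spots of high local background, VM_H200001719 was at 0.52, and its mean over the 4 arrays was 0.66 (adjusted p = 0.0337 from limma). The mean of VM_H200017080 was then 0.41, and it was not among the oligonucleotides with an adjusted p under 0.05 from limma.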

HSPA1B is a member of the HSPA family of HSP70 proteins and is the strongest stress inducible member of the HSPA family [19]. It has been proposed that HSPA1B is a part of the molecular chaperon network that protects the proteome against environmental stress [20]. This shows that cells exposed to either of the electroporation protocols are exposed to the stress arising to some extent from a protein denaturation, and therefore over-express HSP70. This observation is also supported by the overexpression of DNAJB1 in cells treated with ECT pulses. 

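After ECT pulses, 10 of the 14 oligonucleotides of HSP70 chaperones and the heat shock response were above 0, with a mean of 0.18. HSPA2, an HSP70 protein, was at 0.52 ± 0.30, HSP90AB1, a constitutive HSP90, at 0.51 ± 0.38, SERPINH1, a collagen chaperone, at 0.28 ± 0.11 and BAG5, a co-chaperone of HSP70, at 0.25 ± 0.09. HSF4, a heat shock transcription factor, was at -0.56 ± 0.53 after ECT and -0.46 ± 0.02 after EGT pulses, and BAG4 was below 0 on every array. For ECT the adjusted p from limma's camera test was 0.0575 (0.728 with an estimated correlation). For the mean of both pulse types it was 0.0592 (0.797 with an estimated correlation), with 10 of 14 above 0 and a mean of 0.14. Without the 4 spots of high local background, camera gave an adjusted p of 0.0392 for ECT and 0.0371 for the mean of both. Adjusted over the list alone, limma gave 3 higher and 1 lower for that mean, and 0 when adjusted over all oligonucleotides.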

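DNAJB1, a co-chaperone that delivers unfolded proteins to HSP70, had log2 ratios of 0.61 and 0.36 on the ECT arrays, a mean of 0.49 ± 0.18 or 1.40-fold. The adjusted p from limma was 0.239 for ECT. After EGT pulses its ratios were 0.10 and 0.45, and 0.44 on average without the 4 spots of high local background. Other DNAJ proteins were nearer 0, with DNAJA1 at 0.19 ± 0.11 and DNAJA3 at 0.03 ± 0.16 after ECT pulses. DNAJB1 did not reach 1.5-fold on ECT array 2.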

DNAJB1, containing a conserved sequence motif (HPD) in the J domain is known to be critical for the acceleration of the ATPase activity of HSP70 [19].

Another interesting observation was downregulation of the histone protein H4 in both treatment protocols and a significant enrichment of downregulated genes involved in protein synthesis. Both results indicate a stall in DNA assembly to chromosomes and biosynthesis of proteins, which could arise from stress.

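The annotation gives 6 oligonucleotides for a histone H4 gene, H4C16, of which 4 were measured on all 4 arrays. The human genome holds many H4 genes of nearly the same sequence, so these oligonucleotides may bind several of them. VM_H200004769 was at -0.71 ± 0.23 after ECT pulses and -0.27 ± 0.43 after EGT pulses. The others were at 0.04 ± 0.28, -0.07 ± 0.26 and -0.11 ± 0.40 after ECT, and at -0.06 ± 0.12, -0.17 ± 0.24 and -0.23 ± 0.31 after EGT pulses. With the 4 spots of high local background left out, VM_H200004769 was at -0.17 after EGT pulses, and the others at 0.05, -0.19 and -0.32. All 4 were below 0 on ECT array 1 and EGT array 2, whereas on ECT array 2 only VM_H200004769 was below 0. Histone H3.3, H3-3A, was at -0.50 ± 0.24 after ECT and -0.19 ± 0.27 after EGT pulses with VM_H300007239, while VM_H200008476 was at 0.24 on ECT array 1 and 0.56 on EGT array 2, the arrays it was measured on, and VM_H300007600 was at -0.22 on ECT array 2 and -0.15 ± 0.18 after EGT pulses. Over 6 histone oligonucleotides (3 genes) the adjusted p from limma's camera test was 0.242 for ECT, with 5 below 0, and 0.238 for EGT, with 6 below 0. The list mean was -0.43 and -0.04 on the ECT arrays and -0.02 and -0.35 on the EGT arrays. With an estimated correlation the adjusted p was 0.728 and 0.710. Adjusted over the list alone, limma gave 2 lower for ECT and none for EGT, and 0 over all oligonucleotides.
Of the genes of protein synthesis after EGT pulses, 10 of 16 oligonucleotides of ribosomal proteins and translation factors were below 0, with a mean of -0.23 (-0.13 on EGT array 1 and -0.32 on EGT array 2). RPL38 was at -0.78 ± 0.38, RPL32 at -0.67 ± 0.91 and TPT1 at -0.58 ± 0.05, while EIF4G2 was at 0.44 ± 0.59. The adjusted p from camera was 0.285 for EGT (0.708 with an estimated correlation, and 0.136 without the 4 spots of high local background). For the mean of both pulse types it was 0.118 (0.797 with an estimated correlation). Adjusted over the list alone, limma gave 8 lower and 2 higher for that mean, and 0 over all oligonucleotides.

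**Figure D2:**
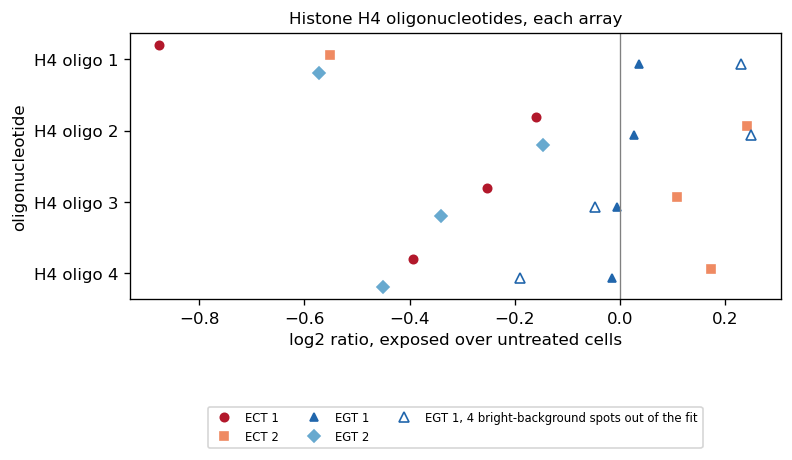
Log2 ratio (treated/untreated) of the 4 measured histone H4 oligonucleotides on each of the 4 arrays, with a point per oligonucleotide and array. VM_H200004769 is the lowest on both ECT arrays, at -0.88 and -0.55, and is at 0.04 on EGT array 1.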

## Conclusion

Overall, our results clearly show that electroporation does not significantly changes the expression profile of major tumour suppressor genes or oncogenes of the cell cycle. 

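Of the tumour suppressors, RBL2, a relative of the retinoblastoma protein, was at 0.55 ± 0.24 after ECT and 0.36 ± 0.08 after EGT pulses. TP73, a relative of p53, was at -0.41 ± 0.16 and -0.38 ± 0.14, and NF1, which restrains RAS, at 0.19 ± 0.23 and 0.24 ± 0.14 (0.39 for EGT without the 4 spots of high local background). RB1 itself was at 0.30 ± 0.08 after ECT with the oligonucleotide VM_H200006192 and at -0.13 ± 0.40 with VM_H300020102. Over 14 oligonucleotides (13 genes), 9 were above 0 after ECT and 7 after EGT pulses, with means of 0.07 and 0.03. Of the oncogenes, RET was at -0.92 ± 0.83 after ECT and -0.91 ± 0.80 after EGT pulses, below 0 on 4 of 4 arrays. Without the 4 spots of high local background RET was at -1.16 for EGT and passed the 1.5-fold rule on both EGT arrays. E2F3 was at 0.59 ± 0.40 and cyclin D1, CCND1, at 0.54 ± 0.45 after ECT pulses. SKP2, which targets the inhibitor CDKN1B for degradation, was at -0.54 ± 0.74 after ECT and -0.46 ± 0.00 after EGT pulses, and ERBB3 was at -0.50 ± 0.17 after EGT pulses. Over 26 oncogene oligonucleotides (25 genes), 14 were above 0 after ECT and 13 after EGT pulses.
In limma's camera test the adjusted p for tumour suppressors was 0.242 for ECT and 0.361 for EGT, and for oncogenes 0.655 and 0.980. For G2/M and cell division after ECT pulses it was 0.655, with a mean of 0.07, AURKB at 0.75 ± 0.38 and CKS2 at -0.44 ± 0.25. No member of the 3 lists had an adjusted p under 0.05 from limma for either pulse type, over all oligonucleotides or adjusted over the list alone. For the mean of both pulse types, adjusted over the list alone, limma gave 1 higher and 1 lower among tumour suppressors, 1 higher and 1 lower among oncogenes and 2 higher in G2/M and cell division, and 0 over all oligonucleotides. For oncogenes after EGT pulses the mean was -0.06 while camera's direction and the median, 0.01, were up.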

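RPA3, a subunit of the protein that coats single-stranded DNA, was at -0.66 ± 0.39 after ECT and -0.48 ± 0.60 after EGT pulses (-0.65 without the 4 spots of high local background), and was below 0 on all 4 arrays. ERCC4, an endonuclease of excision repair, was at 0.39 ± 0.19 and 0.25 ± 0.38, UNG, which removes uracil from DNA, at 0.21 ± 0.08 and 0.18 ± 0.25, and RAD9A, a checkpoint protein, at -0.35 ± 0.05 and 0.01 ± 0.06 (0.12 for EGT without those spots). Of 24 genes of DNA repair and stability of DNA, 11 were above 0 after ECT and 12 after EGT pulses, with means of -0.03 and 0.00. None had an adjusted p under 0.05 from limma for either pulse type, over all oligonucleotides or adjusted over the list alone. The adjusted p from camera was 0.964 for ECT, where its direction was up against a mean and median below 0, and 0.453 for EGT, where its direction was up against a median below 0. LIG3, a DNA ligase, was not measured on both EGT arrays. A p that misses the threshold does not show that these genes did not change.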

Electroporation also does not change the expression of genes involved in the stability of DNA, therefore supporting the notion that electroporation is a safe method that does not promote tumorigenesis. However, in the present study, we showed that to some extent electroporation induces HSP70, resulting in the activation of the environmental stress response mechanism.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

VM carried out the isolation of RNA, microarray experiments, data analysis and drafted the manuscript. VT and MC performed cultivation of cells, electroporation and cell survival. VT also helped to draft the manuscript. MC, DG and GS conceived the study and participated in its design and coordination and critically revised the draft. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/9/299/prepub

How the deposited data were processed for this re-analysis (not part of the article)

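Human melanoma cells (SK-MEL28) exposed to ECT or EGT pulses were compared with untreated cells on 4 arrays, 2 per pulse type. Untreated RNA carried Cy3 and exposed RNA Cy5 on every array, and no dye swap was made. The authors scanned the arrays, extracted spot intensities with Array-Pro Analyzer and removed bad spots, fitted LOWESS and took the median of the replicate spots in Acuity. The deposited scanner values are median intensities and local backgrounds of each spot on a linear scale. The deposited table of normalized values holds the authors' log2 ratios of exposed over untreated cells for 2322 oligonucleotides, and it was used as an alternative. Which scanner channel holds which dye was read from the labels and checked by setting the log2 ratios against that table.

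The scanner values were processed in R 4.3.3 with limma 3.58.1 (statmod 1.5.0 was installed). Background was corrected with normexp and an offset of 50. A spot was kept when both channels were at least 2 times the local background and at most 65000 and when the SD of the background was at most 0.3 of the spot intensity. Loess within each array used a span of 0.3 and 4 iterations. An oligonucleotide was measured on an array with at least 2 kept spots, and its value was their median. The paper's rule of at least 1.5-fold the same way on every array of a group was applied per oligonucleotide, and the 2-fold count took those whose mean log2 ratio was also at least 2-fold.

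The mean log2 ratio of ECT, of EGT, of both together and the difference between them were tested in limma (lmFit and eBayes) with Benjamini-Hochberg adjustment over the oligonucleotides measured. The 2 arrays per pulse type and the shared untreated cells limit what these tests can show, and if the 2 arrays held the same RNA the error is technical only. Gene lists were tested with limma's camera at a preset correlation of 0.01, over the 19 lists with at least 5 measured genes, and camera with an estimated correlation and fry were alternatives. With an estimated correlation the smallest adjusted p from camera was 0.728 for ECT, 0.708 for EGT and 0.797 for the mean. With 4 arrays that version could hardly pass any list. The genes named are those of the paper's tables and discussion, the 5 largest mean changes in each direction past the 1.5-fold rule, and up to 4 members of each list with the largest changes. The rule was set before the data were examined, but the values of the paper's tables had been read. Further list members and genes near the 1.5-fold rule were chosen after their values were seen.

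Symbols come from the array's annotation, checked against a reference of the GRCh38.p14 assembly, and 0 had to be changed. Of 3048 oligonucleotides, 1989 have a symbol. For a gene of the paper's tables with several oligonucleotides, the oligonucleotide whose mean in the authors' table equals the printed value within 0.01 was used, a rule chosen after seeing the data. Some entries, such as those for HOXA4, FGFR1 and neuronal thread protein, could not be paired with an oligonucleotide by name.

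The spots of high local background on EGT array 1 were left out as an alternative that was chosen after gene counts under several settings had been seen. A log2 threshold of 0.5 and a block with crossed array numbers were also added after seeing the data. The list of translation genes was at first read without its initiation and elongation factors. This was corrected after list results had been seen, and the correction took the heat shock, translation and proteasome lists for ECT pulses from adjusted p below the threshold of 0.05 to values above it, and likewise the heat shock and translation lists for the mean of both pulse types. Loess by print-tip group was planned and not run, since the files give no array blocks.

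The steps were tested on simulated data in which 200 oligonucleotides were changed. With limma 96.0% of 2-fold and 72.0% of 1.5-fold changes were recovered for ECT, and 70.4% and 48.5% for EGT, with 8 and 0 unchanged oligonucleotides called. The simulated arrays measured 1371 oligonucleotides for ECT and 1512 for EGT, against 1176 and 1327 here, and may differ from the deposited arrays in noise. In the deposited data NQO1, at -0.75 after ECT pulses, had an adjusted p of 0.239 from limma. These rates therefore do not give limma's power in the deposited data. The 1.5-fold rule recovered 69.7% and 9% for ECT, and 41.8% and 6.06% for EGT. The processing drew log2 ratios toward 0, since simulated 2-fold changes were estimated at a mean log2 ratio of 0.78 for ECT and 0.64 for EGT, and 1.5-fold changes at 0.45 and 0.38. The clonogenic assay has no deposited file and was left out.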

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

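An oligonucleotide without a gene name in the annotation, VM_H300004381, passed the 1.5-fold rule after ECT pulses with a mean log2 ratio of 0.70 (0.59 and 0.82 on the arrays). It stood out because no gene that the paper discusses is paired with it. Its EGT ratios were 0.15 and 0.50, with a mean of 0.33 (0.52 without the 4 spots of high local background on EGT array 1). In the authors' normalized values its means are 0.73 for ECT and 0.57 for EGT. Those values match, within rounding, the ones that Tables 2 and 3 print for neuronal thread protein, an entry that could not be paired with an oligonucleotide by name, and the files do not settle whether this is the same oligonucleotide. That match was looked for after its values were seen.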

How the results depend on the processing

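All alternatives were set before the data were examined except leaving out the 4 spots of high local background on EGT array 1, the log2 threshold of 0.5 and the crossed block, which were chosen after seeing the data. The causes of the changes below were not tested. Counts are in the order ECT, EGT, and all 4 arrays. The overlap of the ECT and EGT calls equalled the count for all 4 arrays under each setting it was run for. The 1.5-fold counts of 11, 2 and 0 became 17, 13 and 5 with no background correction, 27, 22 and 9 with plain subtraction, 33 (2 higher and 31 lower), 60 (0 higher) and 12 (0 higher) with median centring and no loess, and 17, 14 and 4 in the authors' normalized values. With arrays scaled to the same spread the ECT count was 0 and the EGT count 7. With no spot filter, 3048 oligonucleotides were measured on both ECT and on both EGT arrays, and 5 passed for EGT and 1 on all 4 arrays. Leaving out the 4 spots, 8 passed for EGT and 3 on all 4 arrays. A log2 threshold of 0.5 gave 18, 7 and 1, and 34, 27 and 7 in the authors' values. The 2-fold counts of 1 and 0 became 2 and 3 with no background correction, 9 and 5 with plain subtraction, 5 and 30 with median centring, 0 and 2 with scaled arrays and 2 and 3 in the authors' values, and the EGT count was 2 without the 4 spots. The average SD for EGT was 0.304 with no background correction and 0.356 with plain subtraction. Limma's count of 0 became 58 for ECT and 9 for EGT in the authors' values. For the mean of both pulse types it became 105 with no background correction, 9 with plain subtraction, 8 without the 4 spots and 190 in the authors' values. The number of gene lists past camera's threshold for ECT rose from 0 to 3 with no background correction, with plain subtraction and without the 4 spots, and to 2 with scaled arrays and in the authors' values. For the mean it rose from 0 to 2 with no background correction or plain subtraction and to 1 without the 4 spots. With an estimated correlation, run on the planned processing alone, camera gave 0 lists for ECT, EGT and the mean, but with 4 arrays it could hardly pass any.

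With the replicate number as a block, limma's counts stayed at 0 for ECT, EGT, their mean and their difference, and with camera's preset correlation 3 lists passed for ECT, 0 for EGT and 1 for the mean. Deviations from the group means at the same replicate number correlated at -0.460 across oligonucleotides, so a block with crossed numbers was added, and 80 oligonucleotides passed for the mean (23 higher and 57 lower) and 0 for the other comparisons. Leaving out each array in turn, the 1.5-fold counts ranged from 11 to 133 for ECT (27 without replicate 1 and 133 without replicate 2), from 2 to 72 for EGT (72 without replicate 1 and 17 without replicate 2) and from 0 to 7 on all 4 arrays, as did the overlap. The 2-fold counts ranged from 0 to 30 for ECT and from 0 to 12 for EGT, the EGT SD from 0.0921 to 0.195, and the lists from 0 to 2 for ECT, 0 to 2 for EGT and 0 to 1 for the mean. With 1 array left in a group, that array is assumed to vary like the others. Limma's counts stayed at 0 without each array. Of 1757 values of named oligonucleotides under an alternative, 240 moved by at least 1 SD, and 0 of those past the 1.5-fold rule changed sign. Median Cy5 signal was 1.64 to 2.20 times the background, which limits what dim genes can show.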

Differences from the paper's values

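The paper reports 34, 26 and 7 genes past 1.5-fold for ECT, EGT and both pulse types, and 11, 2 and 0 oligonucleotides passed here. Of the alternatives set before the data were examined, plain background subtraction was within 1.5 times of each of the paper's counts (27, 22 and 9). Median centring (33) and leaving out ECT replicate 1 (27) were so for ECT, and no background correction (5) and leaving out EGT replicate 1 (7) for both pulse types together. The others were not, including the authors' normalized values (17, 14 and 4). In those values a log2 threshold of 0.5 gave 34, 27 and 7. This threshold was chosen after seeing the paper's counts, from a scan of thresholds, and it drops 0 of the paper's genes that could be matched to an oligonucleotide. It is below the stated 1.5-fold, and 4 of the ECT and 8 of the EGT values the tables print are themselves below 1.5-fold in size. At 2-fold, the paper reports 3 genes for ECT and 3 for EGT, and 1 and 0 were found here. No background correction (2 and 3) and the authors' normalized values (2 and 3) were within 1.5 times of the paper's count for both pulse types, and arrays scaled to the same spread (2) for EGT, as was leaving out the 4 spots of high local background (2), which was chosen after seeing the data. The other alternatives were not.

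Of the table entries, 31 for ECT could be matched and measured, and 31 of 31 had the paper's sign. For EGT 24 could be matched and 20 measured, and 20 of 20 had the paper's sign. The entries were selected on these same arrays, and some oligonucleotides were chosen by the authors' values. The shared signs were therefore largely built in and are no independent support. Of the matched oligonucleotides, 10 of 31 passed the 1.5-fold rule for ECT, 2 of 24 for EGT and 0 of 5 for both. The numbers that passed were 15, 11 and 5 with no background correction, 21, 11 and 5 with plain subtraction, and 17, 14 and 4 in the authors' values. For EGT and both they were 7 and 3 without the 4 spots, and 13 and 4 without EGT replicate 1. For ECT they were 22 without replicate 2 and 12 without replicate 1, and for EGT and both 5 and 1 without EGT replicate 2. Median centring gave 13, 9 and 1, no spot filter 11, 4 and 1, and scaled arrays 0, 4 and 0. With the spot filter in either channel 11, 2 and 0 passed, CRABP2 being the gene added, and with the mean of spots 8, 2 and 0, with RBBP4 for ECT and USP39 for EGT added and CASP9, NQO1 and PPIA for ECT and MUC4 for EGT lost. For ECT, HSPA1B did not pass with all 4 spots required, CCNF and CDC25C did not with no spot filter, and those 3 did not with median centring. For EGT, neither MUC4 nor TP53I3 passed with no background correction, plain subtraction, scaled arrays or the 4 spots left out, and MUC4 did not in the authors' values. POLR2F, LIG3, PTPN21 and HSPB2 were not measured on both EGT arrays here, and with no spot filter their values lay further from the paper's than the SD between arrays.

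For ECT, mean log2 ratios differed from the paper's by more than the SD between arrays for 11 genes. Each alternative was held to its own SD between arrays, or to the SD here where it left a single array, so a value near the one here can be within a wider SD. The authors' normalized values were within their SD for each of the 11, and the other alternatives for which this held are named at each gene. For a gene with several oligonucleotides, the closeness of the authors' values follows from the choice of the oligonucleotide by its mean in those values. The paper's value for IL6 is 0.98, against 0.30 here (mean of spots, 0.86), and for MATR3 0.57, against 0.13 (plain subtraction, 0.41, and median centring, 0.59). For HSPA1B the paper's value is 0.89, against 0.71 (no background correction, 0.89, and plain subtraction, 1.01), and for CRABP2 0.77, against 0.62 (no spot filter, 0.81). The paper gives RB1 as 0.55, against 0.30 (median centring, 0.59), and RIN2 as 0.56, against 0.33 (median centring, 0.53). For RPS6 the paper's value is -0.81, against -0.55 (no background correction, -0.77, plain subtraction, -0.93, and without ECT replicate 2, -0.69). For CASP9 it is the paper's -0.73 against -0.62 (plain subtraction, -0.70, and mean of spots, -0.63, whose SD was 0.15 against 0.02 here), and for RPH3AL the paper's -0.61 against -0.47 (mean of spots, -0.56, and median centring, -0.79). For CGB5, whose oligonucleotide is now annotated to CGB7, the paper's -0.64 stands against -0.40, and for CST3 the paper's -0.59 against -0.40, with no other alternative within the SD.

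For EGT, 7 genes differed in this way, and the authors' normalized values were again within the SD for each. For either pulse type, a wide SD keeps a gene off the list even when its mean is far from the paper's. Among those left off for EGT were PC, at -0.46 ± 0.57 against the paper's -1.009, and RPL31, at -0.71 ± 0.80 against -1.218. RET, at -0.91 ± 0.80 against -1.364, and HSPA1B, at 0.38 ± 0.44 against 0.747, were others. The paper's value for USP39 is -0.931, against -0.54 (mean of spots, -0.81, median centring, -1.13, and scaled arrays, -1.57). For CD28 it is the paper's -0.845 against -0.60 (no background correction, -0.78, plain subtraction, -0.80, median centring, -1.14, scaled arrays, -1.69, and, chosen after seeing the data, without the 4 spots, -0.75). For histone H4 the paper's -0.648 stands against -0.23 (no background correction, -0.54, plain subtraction, -0.78, and without EGT replicate 1, -0.45). In the authors' values the H4 oligonucleotide that gives the paper's EGT value (VM_H300009587) is not the one that gives its ECT value (VM_H200004769), and the latter has an EGT mean of -0.20. The paper's value for SKP2 is -0.550, against -0.46 (median centring, -1.03, and scaled arrays, -1.24), and for MUC4 -0.549, against -0.64 (no background correction, -0.57, plain subtraction, -0.57, mean of spots, -0.59, scaled arrays, -1.83, and without EGT replicate 1, -0.59). For PSMB7 the paper's -0.544 stands against -0.19 (no background correction, -0.52, plain subtraction, -0.64, and without EGT replicate 1, -0.34), and for SULT1C1, now annotated as SULT1C2, the paper's -0.520 against -0.32 (no background correction, -0.52, no spot filter, -0.35, scaled arrays, -0.57, and without EGT replicate 1, -0.45). Wide SDs between scaled arrays let values far from the paper's count as within the SD.

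The paper names histone H4 as lower after both pulse types. Of 4 measured H4 oligonucleotides, 3 were below 0 after ECT and 4 after EGT pulses, with VM_H200004769 at -0.71 and -0.27. Leaving out the 4 spots, 3 of 4 were below 0 after EGT pulses and VM_H200004769 was at -0.17. With the planned processing none passed the 1.5-fold rule on both arrays of either pulse type. VM_H200004769, at -0.55 on ECT array 2, passed for ECT with no background correction, plain subtraction, no spot filter, median centring, in the authors' values and without ECT replicate 2. The paper also reports significant enrichment of gene ontology terms, for biosynthesis and cytokine production after ECT pulses and for cell division and the response to unfolded proteins after EGT pulses. The gene lists nearest to these did not pass an adjusted p of 0.05 in limma's camera here with the planned processing. For the list of ribosomal proteins and translation factors after ECT pulses the adjusted p from camera was 0.0372 in the authors' normalized values, 0.0430 with the replicate number as a block and, chosen after seeing the data, 0.0470 without the 4 spots, against 0.728 with an estimated correlation. That test and those lists differ from the paper's. The list of ribosomal proteins and translation factors had a mean of -0.38 after ECT pulses, the direction that the paper gives for biosynthesis.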

Other observations

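The tests of swapped labels, of the shared untreated cells and of dye bias, and all values without the 4 spots of high local background, were chosen after the results were seen. Of the genes of oxidative stress, those with the lowest ECT ratios after NQO1 (-0.75 ± 0.21) were the glutathione transferases GSTP1 (-0.63 ± 0.27), GSTM4 (-0.54 ± 0.15) and GSTO1 (-0.39 ± 0.56). After EGT pulses GSTP1 was at -0.47 ± 0.51 and MGST3 at -0.35 ± 0.44. Of 12 genes, 7 were below 0 after ECT and 9 after EGT pulses (adjusted p = 0.242 and 0.361 from limma's camera). Of 15 proteasome and ubiquitin genes, 13 were below 0 after ECT pulses, with a mean of -0.23 (-0.38 on array 1 and -0.07 on array 2), among them PSMB3 (-0.56 ± 0.47) and PSMB4 (-0.38 ± 0.15), and 10 after EGT pulses (adjusted p = 0.0575 and 0.953 from camera, and 0.728 for ECT with an estimated correlation). For this list camera gave 0.0470 after ECT pulses without the 4 spots. Of melanocyte genes, the tetraspanin CD63 was at -0.74 ± 0.51 after ECT and -0.71 ± 0.30 after EGT pulses, and the pigment enzyme TYRP1 at 0.35 ± 0.32 and 0.40 ± 0.50 (adjusted p = 0.655 and 0.544 for the list from camera, with a mean below 0 and an upward direction for EGT).

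Of immediate early and stress kinase genes, 4 of 8 were above 0 after ECT pulses, with JUND at 0.40 ± 0.06, EGR1 at 0.31 ± 0.00 and FOSL1 at -0.30 ± 0.16 (adjusted p = 0.655 for ECT and 0.953 for EGT from camera). Of endoplasmic reticulum stress genes, 7 of 8 oligonucleotides were above 0 after ECT pulses, with CANX at 0.20 ± 0.18 (0.242 and 0.453). Among apoptosis genes BIRC2, an inhibitor of cell death, was at 0.42 ± 0.08 and CASP9 at -0.62 ± 0.02 after ECT pulses (0.915 and 0.953), and among p53 targets PPM1D was at 0.39 ± 0.21 and an oligonucleotide of TP53I3 at -0.48 ± 0.33 (0.815 and 0.554). For G1/S and DNA replication, 10 of 20 oligonucleotides were above 0 after ECT and 14 after EGT pulses (0.915 and 0.436). For apoptosis and for G1/S the mean was below 0 and camera's direction up after both pulse types, as for the immediate early and housekeeping lists after EGT and the epithelial list after ECT pulses. Of the markers of cells that a melanoma line should lack, the lymphoid and myeloid list had 6 of 7 below 0 after ECT pulses (0.242 and 0.105). CD28 belongs to that list, at -0.82 ± 0.15 after ECT and -0.60 ± 0.03 after EGT pulses, and ITGAX was at -0.41 ± 0.28 after ECT pulses. The list mean was -0.23 and -0.17 on the ECT arrays and -0.26 and -0.20 on the EGT arrays. Adjusted over the list alone, limma gave 1 lower for ECT and 3 lower for EGT. The epithelial, keratinocyte and fibroblast list had an oligonucleotide of KRT14 at -0.38 ± 0.20, another at 0.21 ± 0.28, and ACTA2 at 0.36 ± 0.09 (0.818 and 0.285). The housekeeping genes spread widely after ECT pulses, with YWHAZ at 0.57 ± 0.54 and GAPDH at -0.47 ± 0.29 (0.655 and 0.953). PPIA, which passed the 1.5-fold rule for ECT at -0.94 ± 0.46, is also in this list. Adjusted over the list alone, limma gave 2 lower for ECT.

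Across 1164 oligonucleotides, which are not independent replicates, ECT array 1 and EGT array 2 correlated at 0.747 (Pearson), while every other pair of arrays, the replicates of a pulse type included, lay between 0.303 and 0.436. A swap of an ECT with an EGT label would also bring ECT array 2 and EGT array 1 together, and their correlation minus the higher of the replicate pairs was -0.103 (95% bootstrap interval -0.171 to -0.0375). Since the difference was -0.0352 (-0.0949 to 0.0177) without the 4 spots and -0.00788 (-0.0718 to 0.0586) in the authors' normalized values, a swap stays open, and a single wrong label was not tested. Noise of dim spots on the other arrays also stays open, since the gap to the next pair was 0.311 over all and 0.272 (interval 0.164 to 0.348) among the brightest oligonucleotides. No biological explanation was tested, since the labels name nothing that these arrays share.

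The mean ratios of both pulse types leaned the same way, with a covariance of 0.0351 across oligonucleotides. Unchanged groups simulated with a shared untreated control gave 0.0266 to 0.0398, while the correlation of the means, 0.738, lay above the simulated 0.618 to 0.717. Leaving out the 4 spots, the covariance was 0.0421, above the simulated 0.0253 to 0.0379, and in the authors' normalized values 0.0609, above 0.0410 to 0.0536, so whether the shared cells alone give the pattern stays open. A dye bias of single oligonucleotides predicts the same pattern and cannot be told apart from a response to the pulses, since 0 arrays had the dyes swapped. A response common to both pulse types stays untested beside these.

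The low ratios of ribosomal proteins and translation factors after ECT pulses (mean -0.38, with -0.56 on array 1 and -0.19 on array 2) might come from an intensity trend that loess left behind. Of 10000 random lists matched on intensity, 0% had a mean as low, with the lowest at -0.29, which argues against such a trend. This prediction was written before its test, though after the list's low ratios had been seen. Dye bias stays open here as well.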
